# Innate immunity pathways activate cell proliferation after penetrating traumatic brain injury in adult *Drosophila*

**DOI:** 10.1080/19336934.2025.2586357

**Published:** 2025-11-14

**Authors:** Shawn Ahern-Djamali, Khailee Marischuk, Kassi L. Crocker, Isabella Peetz, Eli Scott, Grace Boekhoff-Falk

**Keywords:** Drosophila, adult neurogenesis, innate immunity, brain, mushroom body

## Abstract

We are utilizing an adult penetrating traumatic brain injury (PTBI) model in Drosophila to investigate regenerative mechanisms after damage to the central brain. Here, we focus on cell proliferation as an early event in the regenerative process. To identify pathways that could trigger cell proliferation following PTBI, we utilized bulk RNA-Seq. We find that transcript levels for components of both Toll and Immune Deficiency (Imd) innate immunity pathways are rapidly and highly upregulated post-PTBI. We then tested mutants for the NF-κB transcription factors of the Toll and Imd pathways, Dorsal-related immunity factor (Dif) and Relish (Rel), respectively. We find that loss of either Dif or Rel results in loss of cell proliferation after injury and identify tissue-specific requirements for Dif and Rel. In addition, while the canonical downstream targets of *Drosophila* innate immune signalling, the antimicrobial peptides (AMPs), are upregulated following PTBI, their levels revert to near baseline within 24 hr. Taken together, these results indicate that the innate immunity pathways play an integral role in the regenerative response and that this response may not require the antimicrobial peptides. Innate immunity previously has been implicated as both a potentiator and an inhibitor of regenerative processes. Our work suggests that modulation of innate immunity may be essential to prevent adverse outcomes. Thus, this work is likely to inform future experiments to dissect regenerative mechanisms in higher organisms as well as in *Drosophila*.

## Introduction

The scarcity of neural stem cells in the adult brain represents an apparent barrier to therapeutic neural regeneration in humans. Treatments for neurodegenerative diseases and neural injuries thus have focused primarily on the transplantation of stem cells (reviewed in [1]). However, transplants are complex, costly, and may have undesirable side effects, including tumour formation (e.g [2]). For these reasons, therapies that activate endogenous regenerative mechanisms are an attractive alternative. Indeed, regeneration from resident cells is a growing area of research but remains technically challenging (reviewed in [3]). *Drosophila* are amenable to genetic techniques not easily utilized in higher organisms, and the adult *Drosophila* central brain, like the adult mammalian brain, has few neural stem cells. We therefore developed an adult *Drosophila* model in which to investigate brain regeneration.

Following a penetrating traumatic brain injury (PTBI), we found that cells in the adult *Drosophila* central brain are stimulated to proliferate [4,5]. PTBI of the adult Drosophila optic lobes also results in cell proliferation and the formation of new neurons [6], while PTBI of the adult central brain gives rise to both new glia and new neurons [5]. The mechanism that activates cell proliferation post-PTBI is unknown; however, our preliminary studies suggested that innate immune signalling pathways are involved. The *Drosophila* innate immune system comprises both cellular and humoral components and utilizes multiple signalling pathways, including the Janus kinase/signal transducers and activators of transcription (JAK/STAT), Jun N-terminal kinase (JNK), Toll, and Immune deficiency (Imd) pathways (reviewed in [7–9]). In this work, we focus on the roles of the Toll and Imd pathways in the post-PTBI proliferative response.

The Toll pathway can be stimulated by microbial peptidoglycans or damage-associated molecular patterns (DAMPs) via the activation of an extracellular ligand, Spätzle (Spz). A signalling cascade leading to cleavage of Spz is activated by the Peptidoglycan recognition protein-SA (PGRP-SA) in conjunction with other molecules and involves multiple proteases, including Spätzle-Processing Enzyme (SPE), to activate immune signalling (reviewed in [7]). Cleaved Spz is recognized by the Toll receptors at the cell membrane, triggering a pathway that results in the degradation of Cactus, a negative regulator of two nuclear factor-kappa B (NF-κB) transcription factors, Dorsal and Dorsal-related immunity factor (Dif). Translocation of Dif to the nucleus results in the transcriptional upregulation of canonical immune signalling target genes, which encode antimicrobial peptides (AMPs) [10]. AMPs can kill microbes, thus removing pathogenic threats. Both Dorsal and Dif regulate immune signalling in embryos and larvae, with Dif proposed to be more important in adults for immune function [11]. Of potential relevance to this study, *Dif* was recently shown to play a role in developmental neurogenesis with loss of function mutations in *Dif* resulting in smaller numbers of neurons in the adult brain, decreased locomotor ability and a shorter lifespan [12].

The Imd pathway is also activated by microbial peptidoglycans, with relevant receptors such as PGRP-LE either freely distributed in the haemolymph or alternatively like PGRP-LC located in the cellular membrane (reviewed in [13–16]). In this case, microbial peptidoglycan binding causes a complex of Imd, Death related ced-3 (Dredd), and Fas-associated death domain (Fadd) to be recruited. This complex activates downstream kinases, leading to the phosphorylation and cleavage of a third NF-κB transcription factor, Relish (Rel). Once Rel is activated, it migrates to the nucleus to induce the expression of AMPs and other immunity genes. The Imd pathway has several potent negative regulators, including extracellular PGRP-SC2 and intracellular Pirk (reviewed in [13–16]).

Previous studies suggest that immune signalling in the brain can be detrimental to the tissue, and that immune system activation plays a role in many neurodegenerative diseases (reviewed in [17]). In Drosophila, overexpression of AMPs in glia results in neurodegeneration, and Rel activity underlies neurodegeneration in a fly model of ataxia-telangiectasia [18–21]. A closed head traumatic brain injury (TBI) in adult Drosophila results in sustained activation of innate immune signalling, also leading to neurodegeneration [22–29].

In contrast, innate immune signalling in embryos and larvae can stimulate wound closure and promote cell survival [30,31]. While a penetrating injury to the *Drosophila* optic lobe is sufficient to activate expression of AMPs and other genes associated with the immune response, it does not lead to neurodegeneration; this is in contrast to what is seen in the closed-head injury model [24]. Thus, although multiple studies implicate Toll and Imd activation in cell and/or organismal death following brain injury, a beneficial role for innate immune signalling in neurogenesis has not been previously demonstrated in *Drosophila*. Based on our initial studies correlating upregulation of innate immunity with cell proliferation following penetrating brain injury, we hypothesized that the Toll and Imd pathways can promote neurogenesis after brain injury. Consistent with this hypothesis, studies in mammals have demonstrated that immune activation and inflammation are capable of promoting either neurogenesis or neurodegeneration, depending on the microenvironment of the injury and the relative scale of the inflammatory response (reviewed in [32,33]).

Our work supports previous *Drosophila* brain injury studies in demonstrating that immune signalling pathways are upregulated after penetrating brain injury [24]. In addition, we find that the activation of Toll and Imd signalling through the NF-κB transcription factors, Dif and Rel, is required to trigger cell proliferation following PTBI. We further demonstrate that this signalling is required in specific cell types both within and surrounding the brain. Because the canonical targets of innate immune signalling, the AMPs, appear not to be required for cell proliferation post-PTBI, we conclude that there are likely to be other targets of Toll and Imd signalling that are essential for the response to PTBI. Based on the rapid upregulation of inhibitors of both Toll and Imd signalling and the transience of AMP upregulation post-PTBI, we propose that swift modulation of the immune response is essential to forestall secondary injury and subsequent neurodegeneration while promoting neuroregeneration. Taken together, this work illustrates that a major regulator of proliferation after brain injury is the innate immune system and that the precise spatial and temporal control of immunity cascades may trigger the initial steps required for neural regeneration after injury.

## Materials & methods

### Fly stocks and rearing

All flies were reared at 25°C on a standard cornmeal-sugar medium. The following stocks were obtained from the Bloomington Drosophila Stock Center: #458 (*p{GawB}elav[C155]*), #25374 (y[1] w[*]; P{Act5C-GAL4-w}E1/CyO), #7415 (*w*^*1118*^; P{w[+m*] = GAL4}repo/TM3, Sb^*1*^), #9458 (*w*^*1118*^; *Rel*^*E38*^ *e*^*s*^), #28943 (*y*^*1*^ *v*^*1*^; *P{y[+t7.7] v[+t1.8] = TRiP.HM05154}attP2*), #30141 (*w*^*1118*^; *P{w[+mC] = Hml-GAL4.Delta}3*), #30513 (*y*^*1*^ sc^*^ *v*^*1*^ *sev*^*21*^; *P{y[+t7.7] v[+t1.8] = TRiP.HM05257}attP2*), #34559 (*P{ry[+t7.2] = Dipt2.2-lacZ}1, P{w[+mC] = Drs-GFP.JM804}1, y*^*1*^ w^*^; *Dif*^*1*^ *cn*^*1*^ *bw*^*1*^), #36558 (*P{ry[+t7.2] = Dipt2.2-lacZ}1, P{w[+mC] = Drs-GFP.JM804}1, y*^*1*^ w^*^; *Dif*^*2*^ *cn*^*1*^ *bw*^*1*^), #51635 (*y*^*1*^ w^*^; P{w[+m*] = nSyb-GAL4S}3), #55707 (*P{ry[+t7.2] = Dipt2.2-lacZ}1, P{w[+mC] = Drs-GFP.JM804}1, y*^*1*^ w^*^), #55714 (*Rel*^*E20*^), and #58814 (*y*^*1*^ w^*^; *P{w[+mC] = yolk-GAL4}2*). Double mutant *Dif*^*1*^*/Dif*^*2*^; *Rel*^*E20*^*/Rel*^*E38*^ stocks were generated in our laboratory using the stocks listed above. The AMP deletion stocks were generously provided by the Lemaitre lab: Group A deletion strain (lacking *Defensin*), Group B deletion strain (lacking *Drosocin, Attacin A, Attacin B, Attacin C, Attacin D, Diptericin A*, and *Diptericin B*), Group C deletion strain (lacking *Metchnikowin* and *Drosomycin*), and Group ABC deletion strain. Full descriptions of these stocks are available in Hanson et al. [34]. We note that Group A also includes the Cecropins, which were not deleted in either the Group A or Group ABC deletion stocks used here [34].

### Penetrating traumatic brain injury

To induce PTBI, we used thin metal needles (~12.5 μm diameter tip, 100 μm rod; Fine Science Tools) sterilized in 70% ethanol to penetrate the head capsule of CO_2_-anesthetized adult flies [4]. Injured flies were transferred back to our standard sugar food for recovery and ageing. The same injury method was applied to flies for 5-ethynyl-2’-deoxyuridine (EdU) labelling, except flies were fed 50 mM EdU in 10% sucrose solution on a size three Whatman filter for 6 hr before injury, then allowed to recover on the same solution for 24 hr. For immunohistochemistry experiments, each fly was unilaterally injured in the right hemisphere of the central brain. For molecular experiments, each fly was injured bilaterally.

### Bulk RNA-Seq

Bulk RNA-Seq samples were isolated from the heads of males 4 hr after PTBI to both hemispheres of the central brain and from the heads of age- and sex-matched uninjured controls. RNA-seq workflow integrated service was provided by ProteinCT Biotechnologies LLC (Madison, WI). Libraries were prepared using the TruSeq strand-specific mRNA sample preparation system (Illumina). The final library was generated by further purification and amplification with PCR, and quality checked using a Bioanalyzer 2100. The libraries were then sequenced (single end 50 bp reads) using the Illumina HiSeq2500, with six samples (three control and three injured) per lane, for a total of over 20 million reads per sample. Next, the fast QC programme was used to verify the raw data quality of the Illumina reads. The *Drosophila melanogaster* genome and gene annotations were downloaded from FlyBase and used for mapping. The raw sequence reads were mapped to the genome using Subjunc aligner from Subread, with the majority of the reads (over 98% for all samples) aligned to the genome. The alignment bam files were compared against the gene annotation GFF file, and raw counts for each gene were normalized using the voom method from the R Limma package. Once normalized, they were then used for differential expression analysis. Hierarchical clustering was used to indicate sample and gene relationships. In the overall heatmap, each column is a sample, and each row represents the scaled expression values for one gene (blue is low, red is high). In this clustering, there were 367 genes with differential expression of 2-fold or greater between the two groups. Two hundred and fifty-nine of those were upregulated, and 108 were downregulated with an adjusted *p* value < 0.05.

### Immunohistochemistry

Brains were dissected in PBS and fixed in a 3.7% formaldehyde in a PEM (100 mM piperazine-N,N’-bis(2-ethanesulfonic acid) [PIPES], 1 mM EGTA, 1 mM MgSO_4_) solution for 20 min at 25°C. Fixed brain samples were washed in PT (PBS [phosphate-buffered saline] and 1% Triton X-100), blocked with 2% BSA in PT solution (PBT), and then incubated with primary antibodies overnight at 4°C in PBT. Following primary incubation, the samples were washed with PT and then incubated overnight in a secondary antibody at 4°C. The next day, samples were washed in PT, stained with DAPI (1:10,000, ThermoFisher) for 8 min, and mounted in Vectashield anti-fade mountant (Vector Labs). The primary antibodies used in this study are rabbit anti-PH3 (1:500, Santa Cruz Biotechnology, Inc). Secondary antibodies used are anti-rabbit 568 (1:400, ThermoFisher). For EdU labelling, brains were dissected, processed, and antibody stained as described above using buffers without azide prior to the Click-IT® reaction. EdU detection was performed by following the manufacturer’s protocol (InVitrogen). All slides were imaged using a Nikon A1RS system and analysed using the Nikon NIS Elements software. Cell counting was done both manually and using the Nikon NIS-Elements software to detect regions of interest (ROIs) with a threshold of over 1000 and an area of at least 10 μm.

### Quantitative real-time PCR

Transcript levels of target genes were measured by quantitative real-time PCR (qRT-PCR) using methods described in [35]. For each biological replicate, 20 males were subjected to PTBI to both hemispheres of the central brain within 6 hr of the eclosion and the heads were harvested 4 hr later. RNA was isolated using the RNeasy Plus Mini Kit (Qiagen) following homogenization of the tissue in Trizol using a motorized pestle (UW Biotech Center). The integrity and concentration of the RNA were determined spectrophotometrically using a NanoDrop and associated software (NanoDrop Technologies). First-strand cDNA was synthesized from 400 ng of total RNA using an oligo(dT) primer and the SuperScript III First-Strand Synthesis System (Invitrogen) according to the manufacturer’s instructions. qPCR was performed on a BioRad CFX Connect Real-Time System (BioRad). In all cases, technical triplicates of each sample were run simultaneously from three independent biological replicates for each target gene, and *Rp49* was used as the reference gene. Relative expression changes were calculated using the comparative CT method (2^(-ΔΔCT). The following primers were used for qRT-PCR: *Rel* Forward: 5’-TCCTTAATGGAGTGCCAACC-3’ & Reverse: 5’-TGCCATGTGGAGTGATTAT-3’ (Fly Primer Bank); *spz* Forward: 5’-GCGATTCCTTTGCAGGAGC-3’ & Reverse: 5’-AATTAACTGCCAGGTGTCGTC-3’ (Fly Primer Bank); *pirk* Forward: 5’-TACCGCATTGAGAACAACACG-3’ & Reverse: 5’-GGATCTTGAGTCTGGTGCTATTG-3’ (Fly Primer Bank); *PGRP-SC-2* Forward: 5’-CCACAGCGCTGGAAACTACT-3’- & Reverse: 5’-CCGCCGATCAGGAAGTTGTA-3’ (Fly Primer Bank); *PGRP-LC* Forward: 5’-AGGCCGTCACAGTTACAGTG-3“ & Reverse: 5”-GTGGTGGCCAGTACGATACC-3“; *Spn88Ea* Forward: 5”-CCGTACAGCACGTATCATGC-3’ & Reverse: 5’-GAGTCGGCCCAATCCAGAT-3 (Fly Primer Bank); *DptA* Forward: 5’-GCTGCGCAATCGCTTCTAC-3’ & Reverse: 5’-TGGTGGAGTGGGCTTCATG-3’ [36]; *CecB* Forward: 5’- TTGTGGCACTCATCCTGG-3’ & Reverse: 5’-TCCGAGGACCTGGATTGA-3’ [37]; *Dro* Forward: 5’-GCACAATGAAGTTCACCATCGT-3’ & Reverse: 5’-CCACACCCATGGCAAAAAC-3’ [38], and *Rp49* Forward: 5’-CCAGTCGGATCGATATGCTAA-3’ & Reverse: 5’-ACGTTGTGCACCAGGAACTT-3’ [39].

## Results

### Innate immunity genes are upregulated after PTBI

As reported in Crocker *et al*. [5] we have developed a novel method to study neurogenesis and gliogenesis in the adult Drosophila brain. We use a fine sterile needle to inflict penetrating traumatic brain injury (PTBI) on the mushroom body (MB) region of the young adult central brain [5]. After injury, we see a regenerative process that begins with an increase in the number of proliferating cells [5]. These new cells then differentiate into glia and neurons that appear to integrate into the brain circuitry and functionally repair the damage [5]. Notably, we do not see the previously reported neurodegenerative response following closed head traumatic brain injury (TBI) [22]. To elucidate how the regenerative process occurs, we focused on one of the first steps in the process: cell proliferation (Figure 1A). To identify genes that may activate proliferative mechanisms in the brain, we analysed changes in gene expression after PTBI via bulk RNA-Sequencing (RNA-Seq). We used RNA isolated from the heads of males 4 hr after bilateral injury to both mushroom body regions of the central brain and from age-matched, uninjured control heads of the same sex. 

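Bulk RNA-Seq was run on 6 head samples, 3 from males 4 hr after PTBI and 3 from uninjured males. The sample labels call the 3 samples of each group biological replicates. The series description gives pools of about 100 to 120 heads and a limit of 6 hr after eclosion for the flies. For qRT-PCR, the paper injured males within this limit and took the heads 4 hr later. The authors mapped single-end 50 bp reads to the FlyBase *D. melanogaster* genome with Subjunc, counted reads per gene, normalized the counts with voom and tested them with limma. The deposited values are RPKM (reads scaled to gene length and library size) of each sample, with limma's mean expression, log2 fold change, p and adjusted p. They cover the genes that changed by 2-fold or more at an adjusted p under 0.05, so a gene outside this listing is called not listed here and has no value. Of the 367 genes listed, 360 were found by identifier in the Ensembl 115 annotation of the BDGP6 assembly, from which the gene coordinates in the text are taken. Each gene's exon length and the steps between low RPKM values gave back whole reads (within 0.02 reads in all 6 samples) for 357 of these genes. The library sizes implied by those steps were 30.2, 24.3 and 35.2 M reads in the PTBI samples and 29.8, 36.2 and 26.5 M reads in the controls. The listed genes with whole reads took 3.17 to 3.82% of the reads in the PTBI samples and 2.10 to 2.35% in the controls. Folds given with the RPKM means are ratios of the group means, and SDs are over the 3 samples of a group. With 3 samples against 3, an exact permutation test of a single gene cannot give a two-sided p under 0.1. Tests were therefore run with limma on log2(RPKM + 1) and adjusted over the 367 listed genes. Limma log2 fold changes not credited to the authors are on this scale, which understates the change of genes with low RPKM. Because these genes were listed for their change, such p-values are not independent evidence of it.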

The rationale for this early time point was to identify signalling pathways that might activate or otherwise contribute to cell proliferation post-PTBI. The GEO accession number for this dataset is: GSE306282 (https://www.ncbi.nlm.nih.gov/geo/). There were 367 genes with differential expression of 2-fold or greater between the injured and control groups. Of these, 259 were upregulated, and the remaining 108 were downregulated, with a false discovery rate (FDR) of <0.05. 

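The 12 genes with the largest rise in the authors' deposited table were *upd3*, *CecB*, *PGRP-SC2*, *upd2*, *edin*, *DptA* (listed as *Dpt*), *CG43175*, *Dro*, *IBIN* (listed as *CR44404*), *CG3108*, *Ets21C* and *CecA2*. The rise of *CG3108* rests on 19, 23 and 12 reads after PTBI against 3 reads in control replicate 3 and none in the other controls. Its adjusted p was 0.0138 in the authors' limma test. limma on log2(RPKM + 1), which understates the change of so low a gene (log2 fold change 0.219), gave an adjusted p of 0.056. Transcripts of *IBIN*, a small peptide gene induced by infection, were at 468 ± 20.2 RPKM (SD, n = 3) 4 hr after PTBI and at 24.5 ± 3.27 RPKM (SD, n = 3) in controls, 19.1-fold higher. Transcripts of *edin*, another infection-induced gene, rose 21.9-fold, from 10.5 ± 5.12 RPKM to 230 ± 56.9 RPKM (SD, n = 3 per group). The largest falls were in *Sgs3*, *Sgs5*, *Lsp2*, *fit*, *tobi*, *Ugt37A3* (listed as *CG5999*) and *Lsp1beta*. *Lsp2*, which encodes a larval storage protein, was at 74.8 ± 34.4 RPKM after PTBI and at 884 ± 264 RPKM in controls (SD, n = 3 per group), 11.8-fold lower. The salivary glue genes *Sgs3* and *Sgs5* had no read in any PTBI sample, while the 3 controls had 43, 23 and 5 reads of *Sgs3* and 28, 14 and 4 reads of *Sgs5*. Against a floor of 3 reads over the 3 PTBI samples, *Sgs3* was at least 22.6-fold lower and *Sgs5* at least 14.7-fold lower. These bounds rest most on control replicate 1, without which they were 12.3-fold and 8.04-fold. The median fold was 3.13 over the genes listed as higher. Over the genes listed as lower it was 2.49, or 2.51 with *Sgs3* and *Sgs5* at these bounds.
The samples of the 2 groups did not overlap for any of the 367 listed genes, which is no separate test, since the genes were listed for their difference between these samples. At the same thresholds, limma on log2(RPKM + 1) called 167 of the listed genes higher and 61 lower. With a pseudocount of 0.1 it called 242 higher and 103 lower. With each sample centred on its median over the listed genes, the split was 69 higher and 101 lower, because most listed genes rose and this median was 0.66 higher (log2) in the PTBI samples.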

Gene Ontology (GO) terms for the upregulated genes in our injured samples were identified to determine what biological processes were affected upon injury. 

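Genes of immunity were collected in 6 lists (canonical AMPs, other AMPs, Bomanins and immune-induced peptides, Toll pathway, Imd pathway, melanization), which hold 99 annotated genes. Of these, 40 were listed as higher after PTBI and none as lower, so that the lists cover 15.4% of the genes listed as higher. Among the 30 genes that rose 10-fold or more, 12 were in these lists. The lists are not complete, since the infection-induced genes *edin* and *IBIN* are outside them. *IMPPP*, listed as higher with a log2 fold change of 2.34 in the authors' deposited table, was not matched to a list member either. The counts of immune genes may thus be too low. These counts thus depend on the lists chosen, and a share of genes is another measure than the paper's share of GO terms. The list of Bomanins and immune-induced peptides, most of which are short secreted peptides known as Toll targets, had 15 of 21 members listed, with folds from 2.09 to 7.89. *BomBc1* (listed as *IM23*) rose from 116 ± 9.24 RPKM to 912 ± 106 RPKM (SD, n = 3 per group), a limma log2 fold change of 2.97 (standard error 0.12, adjusted p = 1.2e-05). *BomS1* (listed as *IM1*) rose 6.04-fold, from 563 ± 30.7 to 3401 ± 501 RPKM (SD, n = 3 per group). Both lie in a run of 3 neighbouring genes on chromosome 2R that rose together with *BomT1*, which was 5.21-fold higher. Of 10 genes of melanization, 5 were listed as higher. *Spn27A*, a serpin that restrains melanization, rose 3.12-fold, and *yellow-f*, an enzyme of melanin synthesis, rose 2.70-fold. A listing of called genes has no background of tested genes, so no enrichment was tested. Near-identical members of these families may share reads, and how the authors counted reads that map to several genes is not given in the sources used here.

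**Figure D1:**
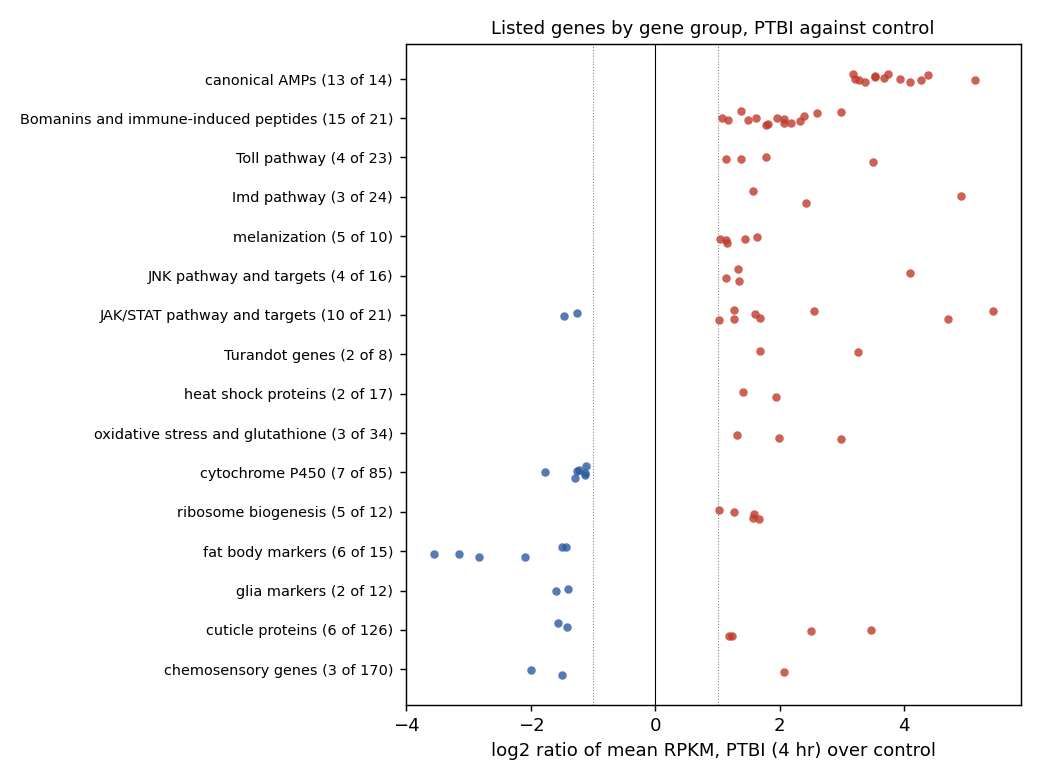
Listed genes in each gene group with at least 2 listed members, as the log2 ratio of mean RPKM 4 hr after PTBI over mean RPKM in uninjured controls (x axis; each point is 1 gene, red if higher and blue if lower, n = 3 samples per group, and the dotted lines mark a 2-fold change). The number of listed members and the size of each group stand beside its name, and a gene of several groups shown is drawn in each. The negative regulators named by the paper are not drawn as a group, and *PGRP-SC2* and *pirk* appear in the Imd group. *Lsp2* in the fat body group is the lowest point and *upd3* in the JAK/STAT group the highest.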

The single most highly enriched set of genes were defence and immune response, with 27% of identified GO Terms falling into this category. 

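Of 23 annotated genes of the Toll pathway, 4 were listed as higher 4 hr after PTBI and none as lower. The largest rise was in *PGRP-SA*, a secreted receptor for bacterial peptidoglycan upstream of Toll (chromosome X, 11561643 to 11562779), which went from 6.97 ± 0.543 RPKM in controls to 78.3 ± 29.7 RPKM (SD, n = 3 per group), 11.2-fold. *PGRP-SD*, a related receptor, rose 3.41-fold, from 25.3 ± 5.02 to 86.2 ± 14.5 RPKM. The Toll ligand gene *spz* (chromosome 3R, 27064990 to 27070070) rose 2.61-fold, from 16.9 ± 1.39 to 44.1 ± 8.21 RPKM, and the protease gene *Hayan* 2.19-fold, from 7.64 ± 0.834 to 16.8 ± 2.73 RPKM. Of 24 genes of the Imd pathway, 3 were listed as higher and none as lower. Among them, *PGRP-SB1*, which encodes a peptidoglycan amidase, rose from 102 ± 9.96 to 543 ± 168 RPKM (SD, n = 3 per group), 5.34-fold, and *PGRP-SC2* and *pirk* were the others. The limma log2 fold change was 3.24 for *PGRP-SA* (standard error 0.29, adjusted p = 8.0e-05), 1.32 for *spz* (standard error 0.15, adjusted p = 0.00020) and 2.37 for *PGRP-SB1* (standard error 0.21, adjusted p = 8.2e-05). The other 19 Toll pathway genes, among them *Dif*, *dl*, *cact*, *SPE* and *Tl*, and the other 21 Imd pathway genes, among them *Rel*, *imd*, *Dredd*, *Fadd*, *PGRP-LC* and *PGRP-LE*, were not listed. At 3-fold or more, 2 Toll pathway genes were left, *PGRP-SA* and *PGRP-SD*. Exons of *spz*, *Hayan* and *PGRP-SD* overlap a gene on the opposite strand; the libraries were strand-specific, but the strand setting of the counting is not stated.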

Components of both major innate immune pathways were upregulated 4 hr after injury along with the canonical downstream readouts of immune activation, the AMPs (Figure 1B,C).

**Figure 1.**
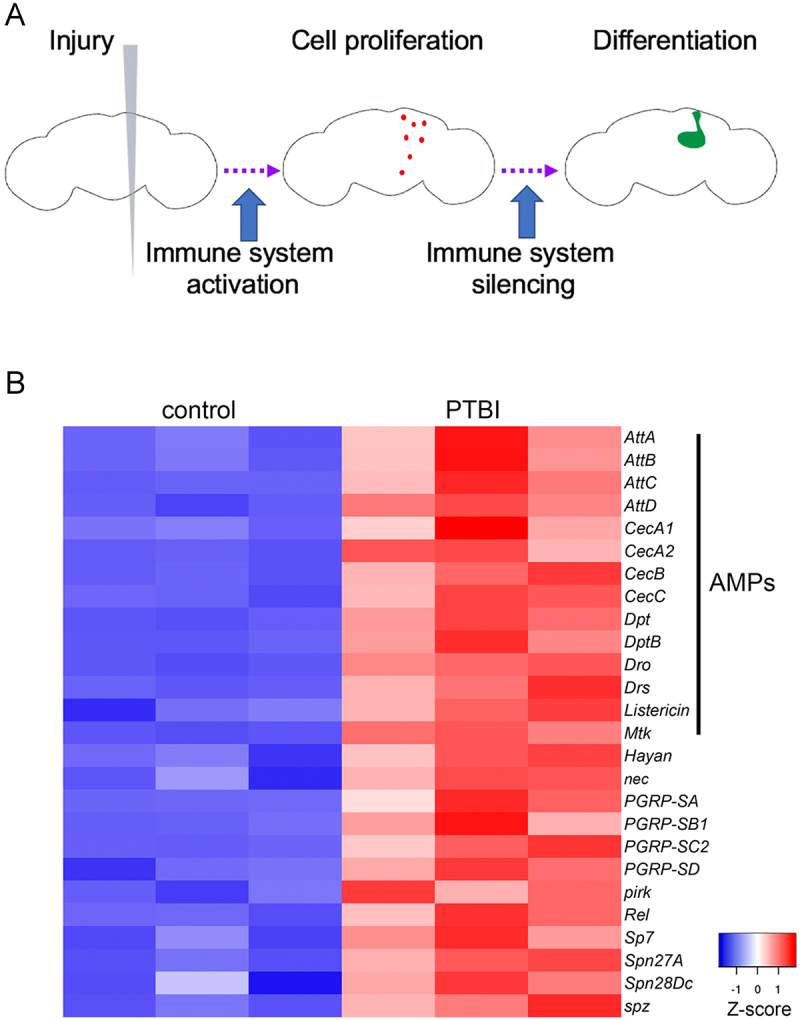
Penetrating traumatic brain injury (PTBI) induces cell proliferation and adult neurogenesis via activation of the immune system. A. The immune system is activated acutely and transiently after PTBI. We propose that this transient activation triggers proliferation of cells (red) particularly around the area of injury. The immune system is then silenced, as evidenced by the downregulation of innate immune pathway genes. The newly created cells can differentiate into new neurons and glia that go on to integrate and repair the damage to the mushroom body (green). B. Heat map showing differential expression of significantly (adjusted *p* value < 0.05) upregulated or downregulated genes in uninjured and 4-hr post-PTBI bulk RNA-Seq datasets. The three control replicas are on the left, and the three injured samples are on the right. Red indicates upregulation, while blue indicates downregulation. Multiple components of the Toll and Imd signalling pathways are upregulated. The antimicrobial peptides (amp) genes; canonical downstream targets of Toll and Imd signalling, also are upregulated by PTBI. The heat map plots Z-scores, which represent the number of standard deviations the expression for each sample is from the mean expression across all six samples. C. mRNA levels for multiple Toll and imd signalling pathway components are upregulated after PTBI. The mRNA levels of *Rel*, *spz*, *pirk*, *PGRP-SC2, PGRP-LC, and Spn88Ea* were assayed at 30 min, 2 hr, 4 hr, 8 hr, 24 hr, 3 d and 5 d post-PTBI. Transcript levels were all rapidly upregulated and returned to baseline by 24 hr after injury. The qRT-PCR results reflect triplicate biological samples, relative to the levels of *Rp49* mRNA in each sample. Relative expression changes for each mRNA were determined by comparison to its expression level in uninjured age and sex matched controls. Error bars reflect standard error of the mean (sem) and were calculated using prism software Tools.

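Of the 26 genes drawn in Fig. 1B, 24 were listed as higher after PTBI, and *Rel* and *nec* were not listed. In all 24, every PTBI sample was above every control sample. Their folds ran from 2.05 for *Spn28Dc*, a serpin of the melanization response, to 35.0 for *CecB*, with a median of 9.99. *Sp7*, a protease of the melanization cascade, rose 2.22-fold, from 22.6 ± 2.76 to 50.1 ± 7.30 RPKM (SD, n = 3 per group). The rise was not equal in the 3 PTBI samples: replicate 1 was the lowest of them in 18 of the 24 genes, and replicate 2 the highest in 15. Over the 24 genes, the median Z-score was 0.39 in PTBI replicate 1, 1.19 in replicate 2 and 0.89 in replicate 3, and -0.87, -0.84 and -0.88 in the controls. Without PTBI replicate 1, an alternative chosen after seeing the data, the median fold was 11.4 and all 24 genes were still at 2-fold or more. From these genes the paper states that components of the Toll and Imd pathways and the AMP genes were upregulated by PTBI, and it followed pathway mRNAs over time by qRT-PCR (Fig. 1C).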

**Figure 1.**
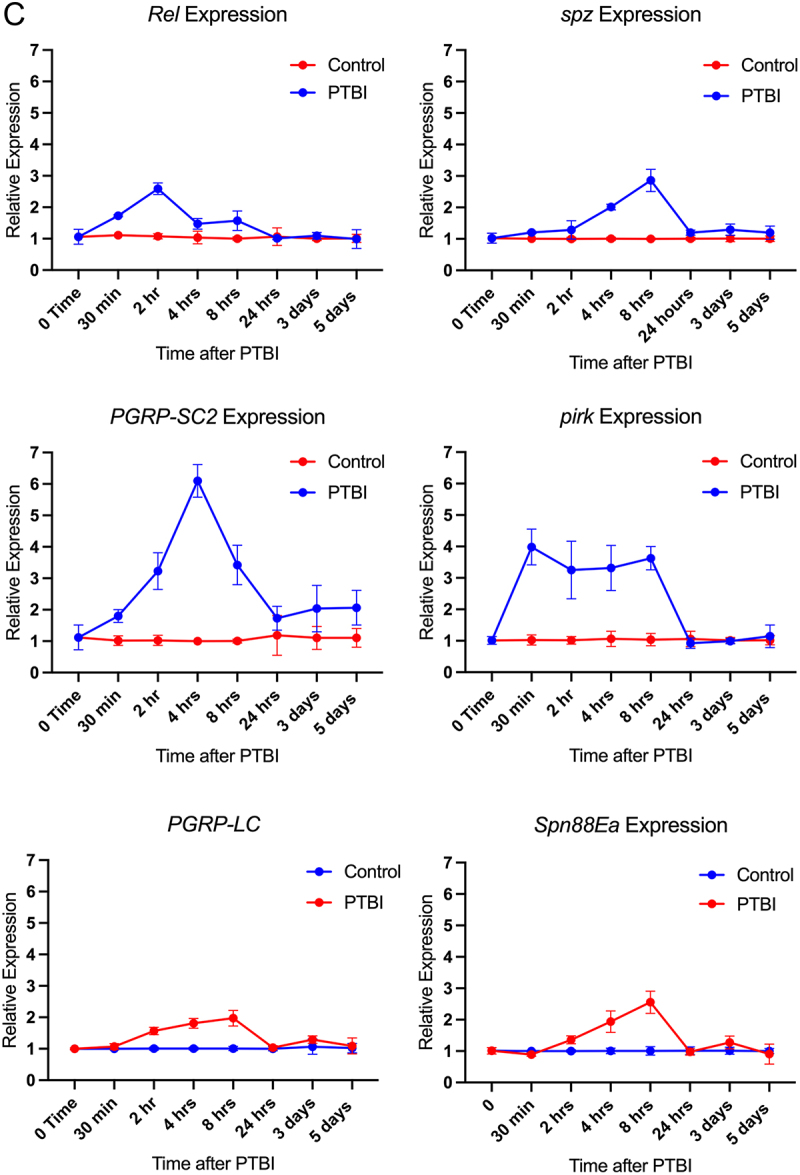
(Continued).

### Mutants in NF-κB transcription factor genes display proliferation defects after injury

To test whether Toll or Imd signalling is necessary after brain injury for cell proliferation, we utilized mutants for the major effectors of signalling in each pathway. Because both pathways converge on NF-κB transcription factors, we used allelic combinations of mutants for *Dif* and *Rel* to block Toll and Imd signalling, respectively. We injured the mutant flies using our standard PTBI technique and allowed the flies to recover for 24 hr before assaying for cell proliferation. Two methods were used to detect cell proliferation. The first was an antibody to phospho-histone H3 (PH3), a histone variant present during the final stages of S phase through telophase of M phase [40]. In animals of the control genotype, we observed the stereotypical >2-fold increase in the number of proliferating cells in injured brains compared to uninjured controls (Figure 2A-BB,I). However, in *Dif* or *Rel* mutants, there was no significant increase in the number of PH3^+^ cells after injury (Figure 2C-FF,I). We also assayed flies mutant for both *Dif* and *Rel* and observed a similar lack of injury-stimulated proliferation in these samples (Figure 2G-HH,I). We note that baseline proliferation appeared to be unchanged in the mutants. Because PH3 is present for only part of the cell cycle, we were concerned that these assays would not capture the scope of proliferation. We therefore repeated the experiments using a second cell proliferation labelling technique, 5-ethynyl-2’-deoxyuridine (EdU), which is incorporated into newly synthesized DNA and permanently labels new cells and their daughters. We observed the same trend using this labelling technique, with fewer proliferating cells in the *Dif* and *Rel* mutants after injury as compared to the injured control brains (Fig. S1). We likewise saw no significant difference between control and injured *Dif; Rel* double mutants, indicating that the activation of proliferation in response to injury does not occur in the double mutant background (Fig. S1). We conclude that both Toll and Imd signalling are required for cell proliferation after PTBI. Because the numbers of proliferating cells detected were similar with anti-PH3 and EdU labelling, we used PH3 staining to detect proliferating cells for the remainder of the experiments described here.

**Figure 2.**
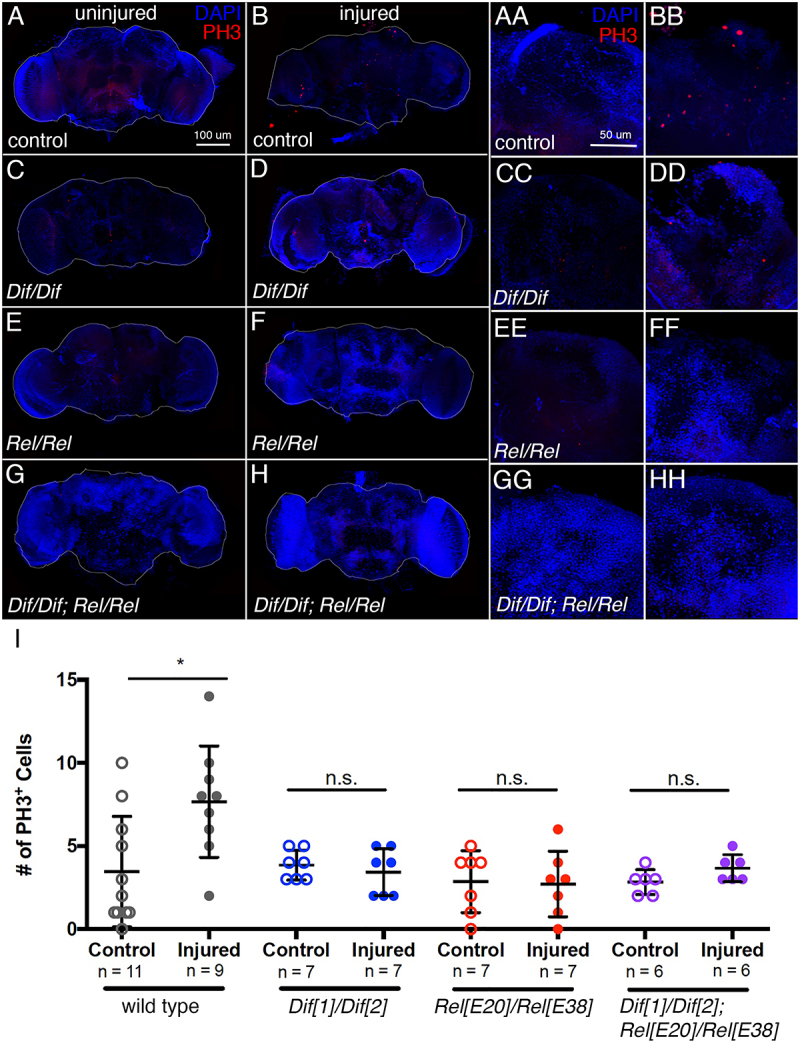
Dif and Rel mutants do not exhibit increased cell proliferation following PTBI. A-H. Cell proliferation assayed by anti-PH3 labelling (in red) 24 hr after injury reveals that while baseline cell proliferation (a) is not significantly reduced in uninjured Dif^1^/Dif^2^ (c), Rel^E20^/Rel^E38^ (e) and Dif^1^/Dif^2^; Rel^E20^/Rel^E38^ (g) double mutants, cell proliferation is not stimulated by PTBI in the mutants (D,F,H) as it is in control (b) animals. The right mushroom bodies of each of these brains are shown in higher magnification in AA-HH. I. Quantification of cell proliferation in Dif and Rel mutants reveals no statistically significant increase after injury. Wild-type control brains had an average of 3.5 PH3+ cells per brain, and wild-type injured samples had 7.7 (p-value = 0.01). Dif^1^/Dif^2^ mutant control brains had 3.9 PH3+ cells per brain, and injured samples had 3.4 PH3+ cells (p-value = 0.51). Rel^E20^/Rel^E38^ mutant control brains had 2.9 PH3+ cells on average, and injured brains had 2.7 PH3-positive cells (p-value = 0.89). The Dif^1^/Dif^2^; Rel^E20^/Rel^E38^ double mutant control samples had 2.8 PH3-positive cells per brain on average, and the injured samples had 3.7 PH3-positive cells (p-value = 0.10). Error bars reflect sd.

### Immune system activation is transient after PTBI

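Of the 14 canonical AMP genes, 13 were listed as higher 4 hr after PTBI and *Def* was not listed. All 13 rose more than 9-fold, and together they took 5285 ± 992 CPM (reads scaled to library size) after PTBI against 400 ± 10.6 CPM in controls (SD, n = 3 per group). Of the AMPs that the paper assigns to Toll control, *Mtk* rose 11.6-fold, from 254 ± 30.3 to 2943 ± 232 RPKM, and *Drs* 10.3-fold, from 178 ± 25.2 to 1831 ± 471 RPKM (SD, n = 3 per group). Among those assigned mainly to Imd control, *DptB* rose 15.3-fold and *AttC* 13.4-fold, from 71.0 ± 7.17 to 950 ± 284 RPKM. The smallest rise was in *AttA*, which was 9.06-fold higher at 476 ± 170 RPKM after PTBI against 52.5 ± 21.4 RPKM in controls. The limma log2 fold change was 3.53 for *Mtk* (standard error 0.12, adjusted p = 7.2e-06) and 3.18 for *AttA* (standard error 0.36, adjusted p = 0.00019). The copies *AttA* and *AttB*, neighbours on chromosome 2R, and the *CecA1*, *CecA2*, *CecB* and *CecC* genes of chromosome 3R may share reads, so the split between copies is uncertain.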

Previous work described in [19] showed that chronic activation of the immune system and expression of AMPs in the brain results in neurodegeneration [19], and 13/14 canonical AMPs are significantly upregulated at 4 hr post-PTBI (Figure 1B). We therefore asked whether the levels of AMP gene expression were chronically increased post-PTBI. 

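In the RNA-Seq samples, *CecB* (chromosome 3R, 30213315 to 30213797), *DptA* (chromosome 2R, 18865765 to 18866260) and *Dro* (chromosome 2R, 14745961 to 14746714) were all higher 4 hr after PTBI than in uninjured controls. *DptA* was the most abundant, at 1688 ± 296 RPKM after PTBI and 81.2 ± 28.6 RPKM in controls (SD, n = 3 per group), 20.8-fold higher. *Dro* rose 19.3-fold, from 36.3 ± 9.38 to 699 ± 69.9 RPKM. *CecB* rose from 1.32 ± 0.961 to 46.3 ± 12.0 RPKM (SD, n = 3 per group). Its control level rests on 17, 35 and 4 reads, and leaving out control replicate 2 took its fold to 54.6. The limma log2 fold change was 4.41 for *DptA* (standard error 0.27, adjusted p = 2.8e-05) and 4.26 for *Dro* (standard error 0.21, adjusted p = 2.3e-05). For *CecB* it was 4.41 (standard error 0.35, adjusted p = 5.3e-05), understated on the log2(RPKM + 1) scale by the low control level. The log2 fold change of *CecB* in the authors' deposited table was 5.30.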

We used qRT-PCR to measure mRNA levels of three AMP genes upregulated post-PTBI in the bulk RNA-Seq experiment. We quantified these mRNAs 2, 4, 8, and 24 hr after injury (Figure 3A). Expression levels of *CecB, and DptA*, were increased 10-fold by 4 hr after injury while *Dro* mRNA increases approximately 6-fold by 2 hr after injury. The transcript levels for each of these genes returned towards baseline 24 hr after injury, indicating that the peak of expression is shortly after injury. Taken together, these data show that the immune system is rapidly and acutely activated upon injury and is quickly downregulated. This temporal dynamic could play an important role in inducing proliferation and regeneration as opposed to the neurodegeneration observed with chronic activation of the AMPs. Consistent with the idea that Imd and Toll pathway activation are transient following PTBI, mRNA expression for the Imd pathway transcription factor Rel peaks at 2 hr post-PTBI, while mRNA expression for the Toll pathway ligand Spz peaks at 8 hr post-PTBI (Figure 1C). Transcript levels for both genes also returned to baseline within 24 hr. Their rapid downregulation may be facilitated by inhibition; consistent with this, mRNAs for the negative regulators of the Imd pathway, PGRP-SC2 and Pirk, as well as a negative regulator of the Toll pathway, Spn88Ea are rapidly and transiently upregulated post-PTBI (Figure 1C).

**Figure 3.**
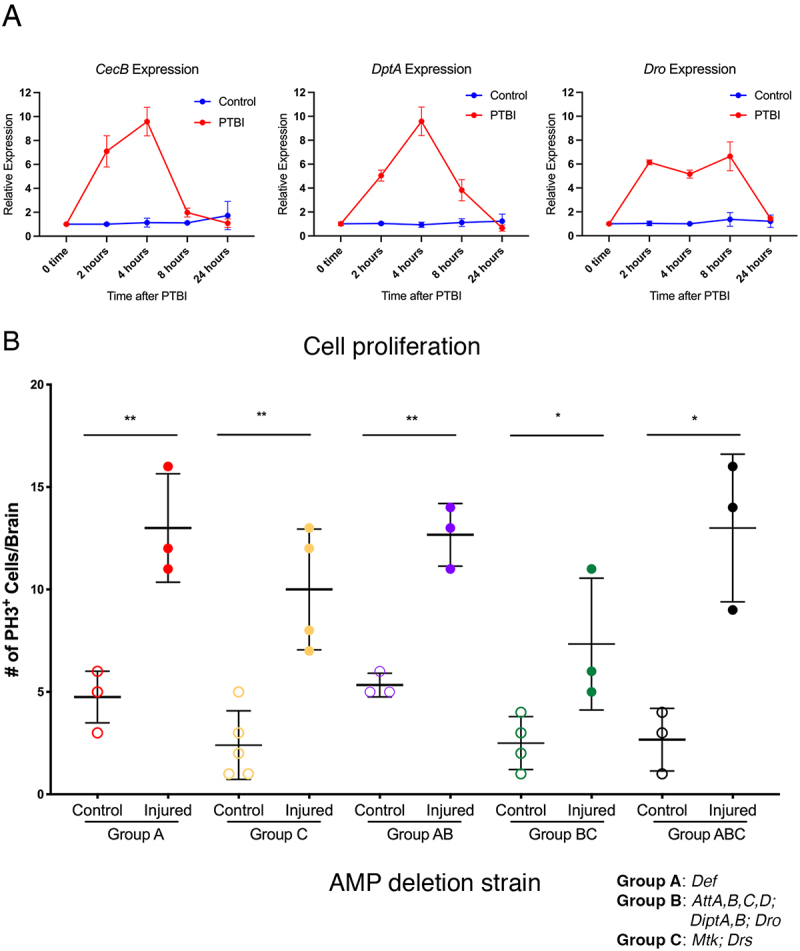
Antimicrobial peptides (AMPs) are not required for the proliferative response. A. Consistent with our bulk RNA-Seq analysis, the mRNA levels of three different AMPs assayed with qRT-PCR are upregulated after injury. For these experiments, we collected samples at 2, 4, 8 and 24 hr after injury. The levels of *CecB* and *DptA* mRNAs are increased 10-fold by 4 hr post-PTBI and return to near baseline by 8 hr. In contrast, the level of *Dro* mRNA increases ~6 fold by 2 hr and remains elevated at 8 hr with a drop to baseline by 24 hr post-PTBI. The qRT-PCR results reflect triplicate biological samples, represented relative to the levels of *Rp49*. Relative expression changes for each mRNA were determined by comparison to its expression level in uninjured age and sex matched controls. Error bars reflect sem and were calculated using prism software Tools. B. Fly stocks lacking groups of amp genes and combinations of these groups (see text for details) were assayed for cell proliferation 24 hr post-injury using PH3 staining. Loss of any single group of AMPs was not sufficient to reduce cell proliferation after injury. Nor did pairwise combinations of amp deletions (Group ab, Group bc) exhibit defects in cell proliferation post-PTBI. Finally, flies carrying all three groups of amp deletions had no defects in cell proliferation. Error bars represent sd. Group a control brains had 4.8 PH3-positive cells per brain, and injured samples had 13 PH3-positive cells (p-value = 0.003). Group C control samples had 2.4 PH3-positive cells, and injured samples had 10 PH3-positive cells (p-value = 0.002). Group ab control flies had 5.3 PH3-positive cells, and injured samples of the same genotype had 12.7 PH3-positive cells per brain (p-value = 0.002). Group bc control brains had 2.5 PH3-positive cells, and injured brains had 7.3 PH3-positive cells (p-value = 0.04). Group abc control brains had 2.7 PH3-positive cells per brain while injured samples had 13.00 PH3-positive cells (p-value = 0.01). At least three brains were imaged for each condition.

### Canonical targets of Toll and Imd signaling are not cell proliferation effectors

AMPs are a standard readout of innate immune system activation in *Drosophila* and can coordinate cellular responses, including neurodegeneration [19]. If AMPs are required for cell proliferation after injury, we would expect to see a reduction in the number of proliferating cells when AMP expression cannot be stimulated. Fourteen of the 21 AMPs have been classified into three groups [34]. Group A is composed of *Defensin* (*Def*) and the 4 *Cecropins* (*Cec*) and is primarily regulated by the Imd pathway, Group B contains *Drosocin* (*Dro*), the two *Diptericins* (*Dipt*) and the four *Attacins* (*Att*) and is also regulated primarily by the Imd pathway. Group C has *Metchnikowin* (*Mtk*) and *Drosomycin* (*Drs*) and is controlled by the Toll pathway [34]. Working with strains in which combinations of 10 of the AMPs were deleted, we subjected flies to the standard PTBI protocol and assayed for cell proliferation using the anti-PH3 antibody 24 hr after injury. We found that deletions for any of the groups, including the loss of all three groups, continued to show the stereotypical >2-fold increase in PH3-positive cells after injury (Figure 3B). Full descriptions of these stocks are available in Hanson et al. [34]. These results indicate that these 10 AMPs are not the targets of Toll or Imd signalling required for triggering cell proliferation post-PTBI and that there are likely other, non-canonical, targets that play an essential role in stimulating regeneration in adult brains.

We note that the Cecropins were not deleted in the Group A stocks used here and also that the remaining six AMPs were not upregulated after PTBI and therefore not tested. 

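Outside the 14 canonical AMPs, 8 AMP genes were looked up: *Listericin*, *Anp* and the *Drosomycin-like* genes. *Listericin* was listed as higher after PTBI, at 238 ± 47.9 RPKM against 52.9 ± 19.6 RPKM in controls (SD, n = 3 per group), 4.51-fold, with a limma log2 fold change of 2.21 (standard error 0.32, adjusted p = 0.00054). The other 7 genes were not listed. *Mtkl* (listed as *CG43236*) was not among the genes looked up, but it too was listed as higher. Its log2 fold change in the authors' deposited table was 3.65, on 1082, 1069 and 596 reads after PTBI and 76, 80 and 60 in controls. The *Cecropin* genes were all listed: *CecA2* was 17.1-fold higher, *CecC* 12.8-fold and *CecA1* 11.5-fold, with *CecA1* at 211 ± 99.2 RPKM after PTBI and 18.3 ± 8.25 RPKM in controls (SD, n = 3 per group).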

Because these compound mutants did not include the *Cecropin* genes, we cannot rule out a role for Cecropins in activating cell proliferation post-PTBI. However, preliminary experiments with stocks deleted for all 14 AMPs indicate that they also exhibit proliferation following PTBI. Consistent with this, *CecB* expression is upregulated post-PTBI in both *Dif* and *Rel* mutants (not shown), both of which lack a proliferative response after injury (Figure 2). In addition, although the baseline expression of multiple AMPs is reduced in *Dif* and *Rel* mutants, their expression is nonetheless stimulated by injury (not shown) consistent with the hypothesis that non-canonical targets of Dif and Rel activate cell proliferation after PTBI.

### Toll and Imd signaling are required in specific tissues for cell proliferation after injury

There are multiple tissues present in the *Drosophila* head capsule are impacted by PTBI. Specifically, in addition to the neurons and glia of the brain, two tissues known to be important in the innate immune response are located in the head. These are the fat body, a major site of AMP production following injury and infection [41–43], and haemocytes, which phagocytose debris, and also produce AMPs [44]. To determine the tissue-specific requirements for Toll and Imd signalling to stimulate cell proliferation following injury, we designed tissue-specific knockdown experiments. We utilized the GAL4-UAS binary system [45] to exclusively reduce *Dif* or *Rel* expression via RNA interference (RNAi). We reduced Dif and Rel levels throughout the animal (*Actin-GAL4*), in neurons (*C155-GAL4*), in glia (*Repo-GAL4*), in fat body (*yolk-GAL4*), or in haemocytes (*Hml-GAL4*) and compared the number of proliferating cells per brain after PTBI to controls (Figure 4A,B, quantification in Table S1 and Table S2). The ubiquitous knockdown of either *Dif* or *Rel* is sufficient to reduce the number of proliferating cells after injury compared to injured controls (Figure 4A,B), phenocopying the results we obtained from the *Dif* and *Rel* mutants (Figure 2). Neither *Dif* nor *Rel* knockdown in neurons significantly reduced the amount of cell proliferation after injury (Figure 4B), suggesting that immune signalling in neurons is not required for proliferation after injury. In contrast, immune signalling via both Toll and Imd pathways is required in both glia and fat body, as there was a significant reduction in the number of PH3+ cells when *Dif* or *Rel* were knocked down in either tissue (Figure 4B). Interestingly, *Rel*, but not *Dif*, knockdown in haemocytes was sufficient to prevent cell proliferation after injury (Figure 4B), suggesting that Imd and Toll may be involved in different processes in distinct tissues. Together, these data indicate that the innate immune pathways are required in multiple tissues both within the damaged brain and outside of it to coordinate the activation of cell proliferation that gives rise to new neural tissue.

**Figure 4.**
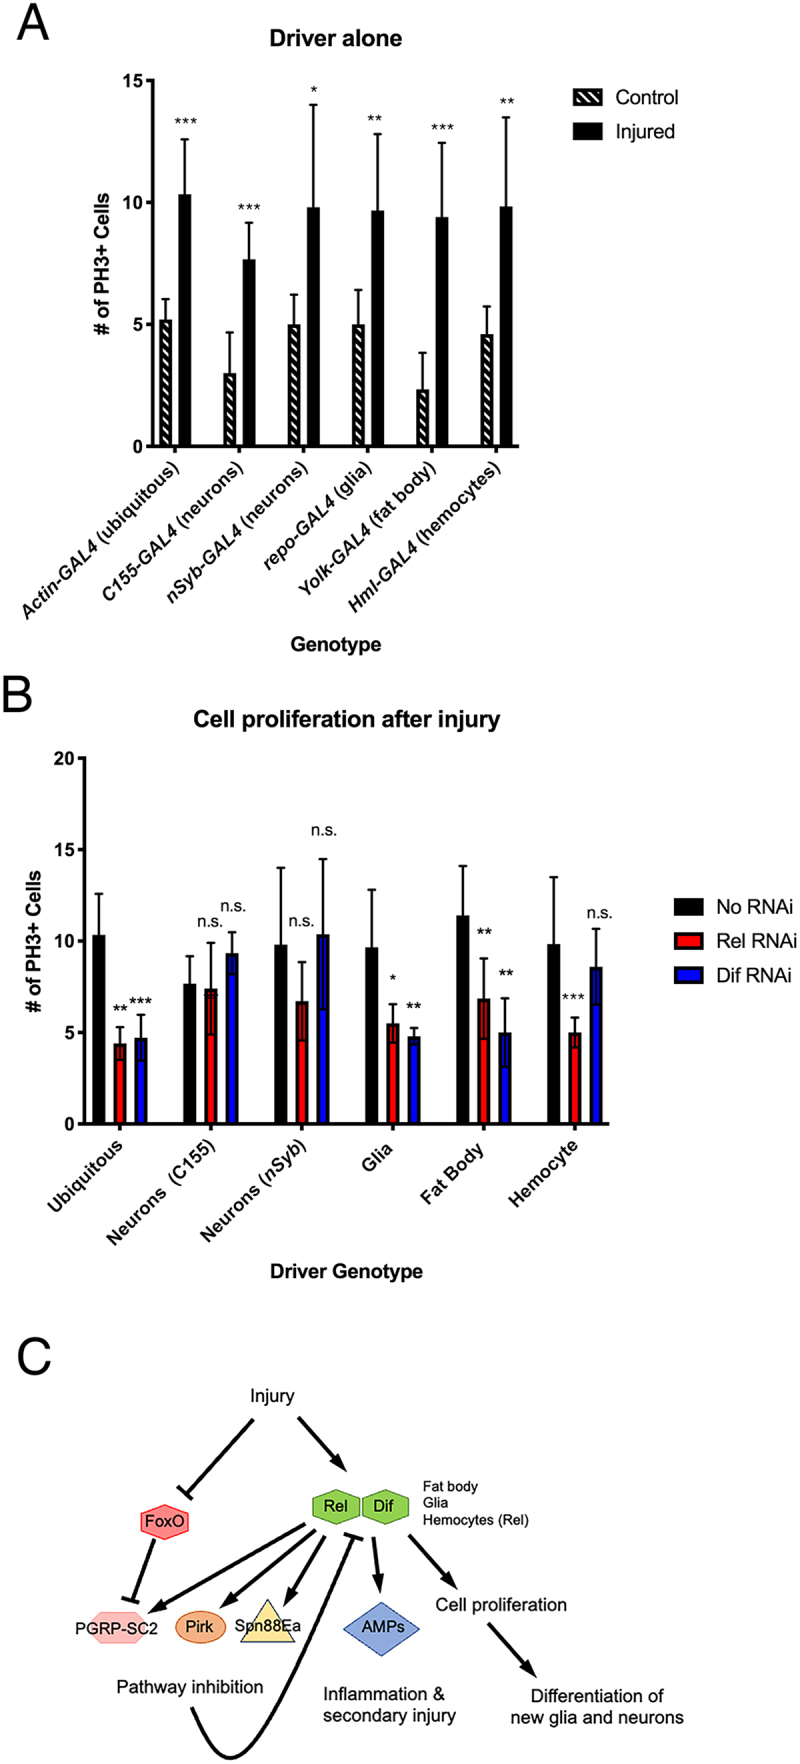
Tissue specific knockdown of *Dif* and *Rel* reveals different requirements for the Toll and Imd pathways in activating cell proliferation following PTBI. A, B. To test where the Toll and Imd innate immunity pathways are required, *Dif* or *Rel* expression were knocked down using UAS-RNAi transgenes. Ubiquitous knockdown was achieved with *Actin-GAL4*, neuronal knockdown with *nSyb-GAL4* and *C155-GAL4*, glial knockdown with *repo-GAL4*, fat body knockdown with *Yolk-GAL4* and hemocyte knockdown with *Hml-GAL4*. Controls for this experiment were Drosophila harboring the GAL4 drivers but lacking RNAi constructs (A). There was a significant increase in the number of proliferating cells after injury in all of the control strains (A). However, there was reduced cell proliferation after injury when *Dif* expression was reduced ubiquitously, in glia, or in the fat body (B). There also was reduced cell proliferation after injury when *Rel* expression was reduced ubiquitously, in glia, or in the fat body (B). In contrast to what was observed with *Dif*, *Rel* knockdown in hemocytes also showed an effect (B). Error bars reflect SD. At least five brains were imaged per condition and genotype, and the numbers of PH3-positive cells are included in Tables S1 and S2. C. Proposed model for the regulation of cell proliferation after PTBI. Injury stimulates the Toll and Imd pathways, resulting in increased expression of *Dif* and *Rel*. Injury leads to downregulation of *FoxO* via an unknown mechanism. Reduction of FoxO is correlated with de-repression of the Imd pathway inhibitor PGRP-SC2 (Guo, Karpac et al. 2014). Dif and Rel activate expression of the AMP genes and the pathway repressors *pirk*, *PGRP-SC2*, and *Spn88Ea*. Pirk and PGRP-SC2 negatively regulate the Imd pathway, while Spn88Ea negatively regulates the Toll pathway, together leading to downregulation of the *AMP* genes by 24 hr post-PTBI. *AMP* downregulation is essential to prevent cell death and neurodegeneration. Injury also stimulates cell proliferation via non-canonical Dif and Rel targets, leading to the generation of new glia and new neurons. We note that FlyBase conventions for the standardization of signaling pathway components (div http://flybase.org/lists/FBgg/pathways div) are followed in the model.

## Discussion

Neural regeneration after injury is a complex process that likely involves multiple pathways to coordinate cell proliferation, differentiation, and integration of cells into proper circuits. To begin to dissect the mechanisms underlying neural regeneration, we focused on the initial cell proliferative response within 24 hr of injury. We found that there is a rapid and dramatic induction of both the Toll and Imd innate immunity pathways prior to cell division. We therefore asked whether these pathways were required for the neural injury response. Indeed, mutants for either of the NF-κB effectors of the Toll and Imd pathways, *Dif* and *Rel,* respectively, display defects in the induction of cell proliferation after injury, indicating that both Toll and Imd signalling are necessary for the initial injury response. Signalling is required specifically in the fat body and glia for both pathways, with an additional role for Imd activation in haemocytes, indicating requirements for signals from both within the injured brain and outside of it. We also found that the 14 canonical AMPs, the major readouts of immune signalling, are dispensable for activating cell proliferation. We therefore propose that non-canonical downstream targets are responsible for this aspect of Toll and Imd signalling after PTBI.

There is precedence for innate immune signalling in regulating tissue repair after injury.

For instance, injury of the *Drosophila* embryonic epidermis activates Toll signalling, which is required to induce the barrier repair genes [30,31]. In *Drosophila* larvae, Toll signalling is triggered by haemocytes that have been recruited to tumours or damaged regions and coordinates with other pathways involved in survival and death, such as the c-Jun N-terminal kinase (JNK) pathway [46]. Further, this activation of Toll and JNK leads to activation of the Janus kinase/signal transducers and activators of transcription (JAK/STAT) pathway [46,47]. In our 4-hr post-PTBI RNA-Seq data, we observed increased expression of multiple JNK pathway components, including *Matrix metalloproteinase 1* (*Mmp1*) and *Ets21C*. 

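Of 16 genes of the JNK pathway and its targets, 4 were listed as higher after PTBI, *Ets21C*, *Gadd45*, *Ilp8* and *Mmp1*, and none as lower. *Ets21C*, an ETS-family transcription factor gene (chromosome 2L, 544925 to 552923), rose 17.1-fold, from 0.470 ± 0.131 RPKM in controls to 8.05 ± 1.57 RPKM (SD, n = 3 per group). *Mmp1*, which encodes a secreted matrix metalloproteinase (chromosome 2R, 24671294 to 24688184), rose 2.19-fold, from 36.7 ± 4.87 to 80.5 ± 1.66 RPKM. *Gadd45*, a stress-response gene, rose 2.53-fold, from 5.80 ± 2.32 to 14.7 ± 2.14 RPKM, and *Ilp8*, a relaxin-like peptide gene induced by tissue damage, rose 2.51-fold, from 0.704 ± 0.184 to 1.77 ± 0.346 RPKM (SD, n = 3 per group). The limma log2 fold change was 2.61 for *Ets21C* (standard error 0.15, adjusted p = 2.4e-05) and 1.12 for *Mmp1* (standard error 0.12, adjusted p = 0.00013). On the log2(RPKM + 1) scale the change of *Ets21C*, which was low in controls, is understated. Its log2 fold change in the authors' deposited table was 4.06. The other 12 genes were not listed, among them the kinase genes *bsk* and *hep* and the target *puc*. Exons of *Ets21C*, *Mmp1* and *Ilp8* overlap a gene on the opposite strand, and those of *Ilp8* also a noncoding gene on its own strand.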

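Of 21 genes of the JAK/STAT pathway and its targets, 8 were listed as higher 4 hr after PTBI and 2 as lower. The cytokine genes *upd3* (chromosome X, 18277233 to 18284596) and *upd2* (chromosome X, 18240654 to 18243284) were close to absent in controls. *upd3* rose from 0.0463 ± 0.0318 to 1.98 ± 0.427 RPKM (SD, n = 3 per group), 42.8-fold, on 5, 1 and 3 reads in the controls and 104, 130 and 155 in the PTBI samples. *upd2* rose from 0.0652 ± 0.0548 to 1.70 ± 0.582 RPKM, 26.1-fold, and 48.7-fold without control replicate 2, which held 9 of the 13 control reads. *Socs36E*, a feedback inhibitor induced by the pathway, rose 2.40-fold, from 11.2 ± 1.09 to 27.0 ± 6.50 RPKM, and *Nop56*, a nucleolar protein gene, also 2.40-fold, from 10.7 ± 0.734 to 25.7 ± 2.15 RPKM (SD, n = 3 per group). *regucalcin* (chromosome X, 12012377 to 12017375) fell from 165 ± 11.8 RPKM in controls to 69.2 ± 4.21 RPKM (SD, n = 3 per group), 2.39-fold lower, and *nkt* (listed as *CG14141*, taken as noktochor; chromosome 3L, 11201351 to 11202158) fell from 49.6 ± 2.51 to 17.9 ± 2.64 RPKM, 2.78-fold lower. Every PTBI sample was below every control sample for both. The limma log2 fold change was 1.32 for *upd2* (standard error 0.16, adjusted p = 0.00028), 1.17 for *Socs36E* (standard error 0.18, adjusted p = 0.00073), -1.24 for *regucalcin* (standard error 0.10, adjusted p = 5.8e-05) and -1.43 for *nkt* (standard error 0.13, adjusted p = 7.3e-05). On the log2(RPKM + 1) scale the change of low genes such as *upd2* is understated. *Stat92E* was not listed.

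**Figure D2:**
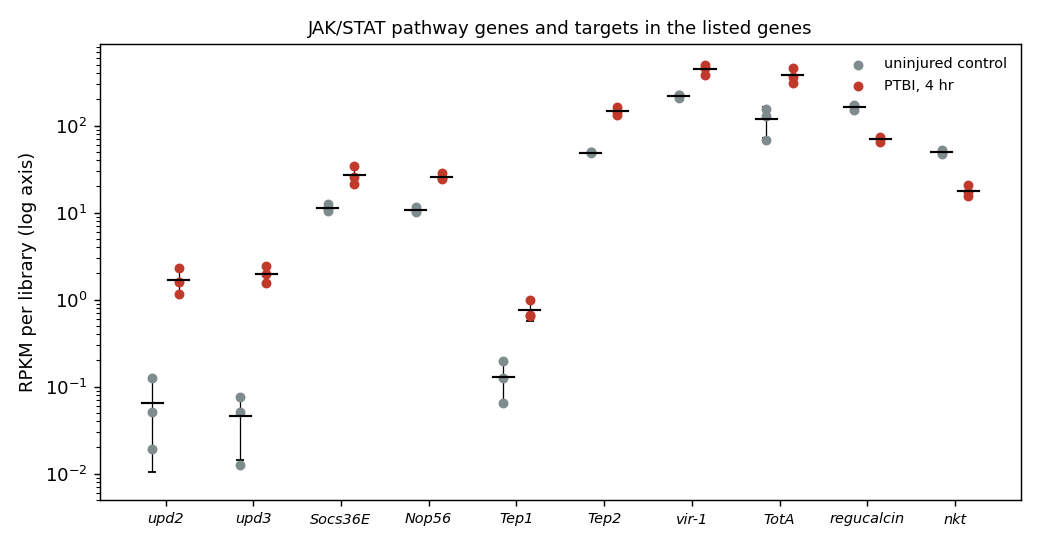
RPKM per sample (log axis) of the 10 listed JAK/STAT pathway genes and targets in uninjured controls (grey) and 4 hr after PTBI (red), with the mean as a bar and the SD as an error line (n = 3 per group). The PTBI samples lie above the controls for 8 genes and below them for *regucalcin* and *nkt*.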

We also observed upregulation of activators of the JAK/STAT pathway, including *unpaired 2* (*upd2*) and *unpaired 3* (*upd3*) as well as other pathway components [48] including *Suppressor of cytokine signaling at 36E*, *regucalcin*, *Nop56* and *noktochor*. Both Rel and STAT92E are required for expression of the pro-survival gene *Turandot A* (*TotA*) [49] which is upregulated ~3-fold after PTBI in our 4-hr bulk RNA-Seq samples. 

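*TotA*, which encodes a secreted stress-response peptide (chromosome 3R, 20871036 to 20871700), was at 378 ± 78.6 RPKM 4 hr after PTBI and at 118 ± 45.6 RPKM in controls (SD, n = 3 per group), 3.20-fold higher. Its limma log2 fold change was 1.74 (standard error 0.32, adjusted p = 0.0018). Of the 8 *Turandot* genes, *TotB* was the other one listed. It was far less abundant, at 1.64 ± 0.0734 RPKM after PTBI and 0.172 ± 0.135 RPKM in controls (SD, n = 3 per group), 9.54-fold higher and 16.7-fold without control replicate 1, on 5, 1 and 2 reads in the controls. The remaining 6 *Turandot* genes and *Rel* were not listed.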

Although the transcription factor Stat92E, a major downstream effector of JAK/STAT, is not upregulated in our 4-hr bulk RNA-Seq samples, it is present. Thus, it is possible that Toll and Imd are working in coordination with JNK and/or JAK/STAT pathways to stimulate a regenerative response in the injured brain. Further, the activation of distinct signalling pathways may depend on activity both in the damaged brain and in other tissues, including the fat body. It will be important to investigate the extent to which these other pathways contribute to the regenerative response, first by determining whether they are required for proliferation after PTBI and then asking whether they are needed in the same or different tissues than Toll and Imd. This could provide insight into why therapies that rely on activation of a single pathway are not sufficient to induce the repair of damaged tissue.

A critical question raised by this work is how transient activation of the Toll and Imd pathways is achieved. Our RNA-Seq data offer a clue. Specifically, the expression of two negative regulators of the Imd pathway and one negative regulator of the Toll pathway are rapidly and significantly elevated after PTBI. These negative regulators are Pirk, PGRP-SC2, and Serpin88Ea [37,50,51]. 

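*PGRP-SC2* and *pirk*, negative regulators of the Imd pathway, were listed as higher after PTBI, and *Spn88Ea* was not listed. *PGRP-SC2* (chromosome 2R, 8716950 to 8717695) rose from 2.13 ± 0.622 RPKM in controls to 63.9 ± 20.4 RPKM (SD, n = 3 per group), 30.0-fold, with a limma log2 fold change of 4.34 (standard error 0.27, adjusted p = 3.0e-05). *pirk* (chromosome 2R, 21660967 to 21662995) rose from 1.82 ± 0.253 to 5.43 ± 0.893 RPKM (SD, n = 3 per group), 2.97-fold, with a limma log2 fold change of 1.18 (standard error 0.14, adjusted p = 0.00020). On the log2(RPKM + 1) scale the change of such low genes is understated. In the authors' deposited table the log2 fold change was 4.91 for *PGRP-SC2* and 1.60 for *pirk*. *PGRP-SC1a* and *PGRP-SC1b*, which encode related amidases, were not listed.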

Pirk acts intracellularly to downregulate Rel activity. PGRP-SC2 is secreted and therefore can downregulate the Imd pathway both cell autonomously and non-cell autonomously, offering the possibility of direct crosstalk among tissues. Serpin88Ea is a serine protease inhibitor that negatively regulates Toll signalling and inhibits the melanization immune response (reviewed in [52]). We hypothesize that these negative regulators play an essential role in the rapid downregulation of the innate immune system following PTBI, thereby preventing cell death and neurodegeneration (Figure 4C) and facilitating neurogenesis. Going forward, this could be tested by reducing or eliminating the activity of these negative regulators and asking whether this prevents cell proliferation post-PTBI. Both Pirk and PGRP-SC2 are known targets of Rel. Thus, activation of the Imd pathway may be self-limiting. Significantly, neither Pirk nor PGRP-SC2 is upregulated following a closed head TBI [23]. One possible explanation for this involves differential regulation of FoxO. FoxO is a known repressor of PGRP-SC2 [53] that is unchanged after a closed head TBI [23], slightly down-regulated (−16%; adjusted P-value = 0.06) in our 4-hr post-PTBI RNA-Seq dataset. Thus, it is possible that the reduction in FoxO levels combines with an increase in Rel activity to activate expression of Imd pathway inhibitors, including PGRP-SC2 (Figure 4C).

mmune activation and inflammation after CNS injuries or the onset of neurodegenerative disorders was long thought to have exclusively negative consequences. Activation of glia is associated with high levels of cytokine production and blood–brain barrier (BBB) permeability in mammals, compromising animal health (reviewed in [54]). In particular, neuroinflammation reduces the proliferation of neural stem cells and decreases the survival and integration of newly created neurons [55]. However, other experiments have uncovered a role for innate immune signalling in promoting repair. Mice that lack IL-6 or TNF, immune signals that are associated with the inflammatory response, have a higher mortality after closed-head injury, indicating that there may be a protective role for immune system activation after TBI [56]. After damage to the olfactory neurons, TNF-α and its downstream effector RelA, a mammalian homolog of the *Drosophila* Relish protein, are required in the injured cells to trigger the proliferation of nearby cells to repair damage [57]. Consistent with this, transient innate immune activation has also been associated with neurogenesis in mammalian systems [58].

Our *Drosophila* PTBI model may help to uncover links between the immune system and neural regeneration that are also present in mammals. This work provides clues as to how the same innate immune pathways can contribute to both regenerative and degenerative phenotypes following neural injury. Further analysis of the mechanisms underlying modulation of the innate immune response following PTBI are likely to reveal how we might manipulate these pathways to shift the balance from negative effects to more beneficial ones [58]. This work demonstrates the first direct links between the induction of neural regeneration and innate immune signalling in *Drosophila* and supports evidence linking immune signalling in mammalian brains to proliferation and regeneration.

## Supplementary Material

Supplemental Material

## Data Availability

Data associated with this paper and not found herein are deposited at NCBI. The GEO accession number for this dataset is: GSE306282 (https://www.ncbi.nlm.nih.gov/geo/)

# Supplementary material for: Innate immunity pathways activate cell proliferation after penetrating traumatic brain injury in adult Drosophila
**Source:** Fly (Austin). 2025 Nov 14;19(1):2586357. doi: 10.1080/19336934.2025.2586357
**Supplement:** Supplemental Material

**Table S1. Quantification of PH3-positive cells per brain in knockdown experiments.**

| **Genotype** | **Average of PH3-positive cells per control brain** | **Average of PH3-positive cells per injured brain** | **Significance** |
| --- | --- | --- | --- |
| *Actin-GAL4* | 5.2 | 10.3 | Yes (p-value = 0.0099) |
| *Actin>Dif RNAi* | 3.4 | 4.7 | No |
| *Actin>Rel RNAi* | 4.0 | 4.4 | No |
| *Hml-GAL4* | 4.6 | 9.8 | Yes (p-value = 0.0137) |
| *Hml>Dif RNAi* | 3.6 | 8.6 | Yes (p-value = 0.0015) |
| *Hml>Rel RNAi* | 4.3 | 5.0 | No |
| *nSyb-GAL4* | 5.0 | 9.8 | Yes (p-value = 0.039) |
| *nSyb>Dif RNAi* | 3.5 | 10.4 | Yes (p-value = 0.0019) |
| *nSyb>Rel RNAi* | 2.6 | 6.7 | Yes (p-value = 0.0030) |
| *Repo-GAL4* | 5.0 | 9.7 | Yes (p-value = 0.0078) |
| *Repo>Dif RNAi* | 2.6 | 4.8 | Yes (p-value = 0.0039) |
| *Repo>Rel RNAi* | 3.4 | 5.5 | Yes (p-value = 0.0395) |
| *Yolk-GAL4* | 2.3 | 9.4 | Yes (p-value = 0.0007) |
| *Yolk>Dif RNAi* | 3.0 | 5.0 | No |
| *Yolk>Rel RNAi* | 3.7 | 6.9 | Yes (p-value = 0.0016) |
| *C155-GAL4* | 3.0 | 7.7 | Yes (p-value = 0.0005) |
| *C155>Dif RNAi* | 3.8 | 9.3 | Yes (p-value = 0.0008) |
| *C155>Rel RNAi* | 3.3 | 7.4 | Yes (p-value = 0.0196) |

| **Genotype** | | **Average of PH3-positive cells per injured driver brain** | **Average of PH3-positive cells per injured knockdown brain** | **Significance** |
| --- | --- | --- | --- | --- |
| *Actin-GAL4* | *Dif RNAi* | 10.3 | 4.7 | Yes (p-value = 0.0001) |
|  | *Rel RNAi* |  | 4.4 | Yes (p-value = 0.0004) |
| *Hml-GAL4* | *Dif RNAi* | 9.8 | 8.6 | No |
|  | *Rel RNAi* |  | 5.0 | Yes (p-value = 0.0057) |
| *nSyb-GAL4* | *Dif RNAi* | 9.8 | 10.4 | No |
|  | *Rel RNAi* |  | 6.7 | No |
| *Repo-GAL4* | *Dif RNAi* | 9.7 | 4.8 | Yes (p-value = 0.0078) |
|  | *Rel RNAi* |  | 5.5 | Yes (p-value = 0.0116) |
| *Yolk-GAL4* | *Dif RNAi* | 11.4 | 5.0 | Yes (p-value = 0.0024) |
|  | *Rel RNAi* |  | 6.9 | Yes (p-value = 0.0092) |
| *C155-GAL5* | *Dif RNAi* | 7.7 | 9.3 | No |
|  | *Rel RNAi* |  | 7.4 | No |

**Table S2. Quantification and Comparison PH3-positive Cells in Injured *GAL4* Driver and Injured RNAi Knockdown Samples**

How the deposited data were processed for this re-analysis (not part of the article)

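RNA-Seq was analysed from heads of male *D. melanogaster*, with 3 samples taken 4 hr after PTBI and 3 samples of uninjured controls, mapped to conditions by the sample labels and the methods. The authors made strand-specific mRNA libraries, mapped the reads with Subjunc to a FlyBase genome whose release is not given in the sources used here, counted reads per gene and used voom and limma; Subread and limma stand in the submitters' processing notes without versions. The deposited RPKM values per sample are the authors' and cover the genes they called at 2-fold or more and an adjusted p under 0.05. The log2 values deposited with them are the authors' mean log2 expression and limma log2 fold change, and the deposited p-values and adjusted p-values come from the authors' test over all genes they analysed. These are quoted only as values of the authors' deposited table. From its adjusted p and p, the number of genes the authors tested comes to 10654 (81.0% of the 237 listed genes with an adjusted p of their own then have a whole rank, within 0.002), and the last listed gene has rank 1731. At least 1364 further genes were thus past an adjusted p of 0.05 at under 2-fold; their values were not analysed here.

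Identifiers were matched to the Ensembl 115 annotation of BDGP6 (360 of 367 genes), and 63 genes carry another symbol there, which the text uses. The build of the authors' files is not stated, but the exon lengths of this annotation turn the RPKM of 357 genes into whole reads, within 0.02 reads, in all 6 samples. The implied library sizes were 24.3 to 35.2 M reads in the PTBI samples (median 30.2) and 26.5 to 36.2 M reads in the controls (median 29.8); the paper's methods state a lower limit only. With 0.5 reads added, as voom does, the mean log2 CPM rebuilt from these reads equalled the deposited mean for all 357 genes, within 1e-06, so these values are scaled to total reads with no further factor. The recovered reads serve for depth, for floors (3 reads over a group) and for 1 added alternative; floors cover counting error only. No column of other samples was in the tables.

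The main count of changed genes is the tally of the authors' deposited comparison, as their thresholds define it. Values of named genes are RPKM means with SD, with ratios of means as folds and two-sided exact permutation tests (smallest p 0.1). As a check limited to the listed genes, limma 3.58.1 in R 4.3.3 was fitted to log2(RPKM + 1) of the 6 samples without a block, with Benjamini-Hochberg adjustment over 367 genes. The fit was tested on simulated data for this comparison over 357 genes: of 100 genes changed by 1.5 in log2 it found 82, of 100 changed by 2.5 it found 95, and 5 of 157 unchanged genes were called. A gene was called here at an adjusted p under 0.05 without a fold threshold, and changed genes had to go in the right direction. The counts at 2-fold or more were thus not tested in this way. Same-numbered PTBI and control replicates deviated together from their group means over the listed genes (correlations 0.24, 0.12 and 0.16). The highest correlation between different numbers was 0.02. Deviations cancel over the 3 samples of a group, so positive same-number correlations push the others down, and this contrast is no added evidence. The same-numbered pairs passed the limit of 0.1 set for this check. With 3 samples per group this cannot establish pairing, because the genes of a sample are not independent. The labels and the paper give no shared batch or day for a number.

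The changed genes named in the text, apart from *apolpp*, *Mtkl* and *IMPPP*, were chosen by a rule set before the data were examined. It takes every gene the paper names for the RNA-Seq data, the 12 higher and 12 lower genes with the largest log2 fold change in the authors' deposited table and no overlap between groups, and up to 4 members with the largest change from each of 28 fixed gene lists; the lists, thresholds and alternatives were fixed then too, apart from the fit to recovered reads and the median fold of the Fig. 1B genes without PTBI replicate 1. Genes whose values the paper gives count as seen. List members were matched by current symbol or listed older symbols, and *nkt* was entered for noktochor after the data were seen. Neighbouring genes were taken from the RefSeq gene table of the Release 6 assembly, with 10000 random draws of as many annotated genes. Other work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Alternatives covered stricter fold and adjusted p thresholds, a filter on mean expression, pseudocounts of 0.1 and 5, a replicate block, centring on sample medians, each sample left out in turn, group medians, symbol matching and the range of neighbours. The qRT-PCR, mutant, knockdown and cell count experiments were not analysed here.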

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

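The limit of 3 listed members for a gene group to be reported here, and all tests of explanations for the fat body genes, were chosen only after the result was seen. Each of the following gene groups lies outside the genes that the paper discusses, apart from *Nop56*, and had at least 3 members listed as changed between PTBI and control samples.

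The Bomanins and immune-induced peptides had 15 members listed, all higher. Of 12 ribosome biogenesis genes, 5 were listed, all higher: *nop5* rose 3.16-fold to 26.7 ± 2.95 RPKM (SD, n = 3), *Nop60B* 2.99-fold and the fibrillarin gene *Fib* 2.98-fold, with *Nop56* among the others. Of 34 genes of oxidative stress and glutathione, 3 were listed, all higher: the glutathione S-transferase genes *GstD5* (7.94-fold), *GstD2* (3.95-fold) and *GstD9* (2.47-fold), which lie close together and may share reads. Of 126 cuticle protein genes, 6 were listed, with *Pcp* (11.0-fold, at 3.60 ± 2.02 RPKM after PTBI), *Edg91* (5.63-fold) among the 4 higher and *Cpr11A* (2.97-fold) and *Cpr92F* (2.69-fold) the 2 lower. Of 85 cytochrome P450 genes, 7 were listed, all lower: *Cyp6t1* was 3.42-fold lower at 3.13 ± 0.497 RPKM after PTBI, *Cyp9h1* 2.45-fold and *Cyp4ac1* 2.33-fold. Of 170 chemosensory genes, 3 odorant-binding protein genes were listed, *Obp99d* higher (57.9 ± 19.8 RPKM after PTBI against 13.8 ± 0.820 RPKM in controls, SD, n = 3 per group) and *Obp99a* (3.97-fold) and *Obp99b* (2.84-fold) lower.

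Of 15 fat body marker genes, 6 were listed, all lower: *Lsp2* (11.8-fold), *fit* (8.90-fold, and 20.6-fold without PTBI replicate 3), *Lsp1beta* (7.15-fold), *Lsp1alpha* (4.28-fold), *Obp99b* and *apolpp*. The other 9, among them *Apoltp*, *FASN1*, *Lsp1gamma* and the yolk protein genes, were not listed and have no value here. A smaller share of fat body RNA in the PTBI heads would lower all markers by about the same factor. Only markers listed for their fall could be compared. On the log2 CPM of recovered reads, *Lsp2* fell by 3.64 (standard error 0.40) and *Obp99b* by 1.48 (standard error 0.26), a difference of 2.16 (standard error 0.47), and *apolpp* fell by 1.51 (standard error 0.30), close to *Obp99b*. These unequal falls do not decide it, because the pair was picked as the largest difference of the 6 genes and a marker also expressed outside the fat body would fall less; a first form of the test on log2(RPKM + 1) was set aside, because the pseudocount shrinks the fall of low genes such as *Lsp1alpha*. A difference in age after eclosion, when larval fat cells still disappear, could also lower larval storage proteins. The paper states that the controls were matched for age; no ages per sample are given, so whether a difference of hours remained could not be tested, and the highest control sample had 1.77 times the *Lsp2* RPKM of the lowest. An effect of the injury itself, which the design names, stays open and was not tested apart from these.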

How the results depend on the processing

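Of the tests given here, the fit to log2 CPM of recovered reads was chosen only after the result was seen. From the 367 genes of the authors' deposited comparison, 164 were left at 3-fold or more, 108 at 4-fold or more and 146 at an adjusted p under 0.001; no gene under 2-fold is listed, so a 1.5-fold threshold could not be tried, and fits for counts were not run on RPKM. limma on log2(RPKM + 1) called 228 genes at the same thresholds, 138 with a pseudocount of 5 and 170 with samples centred on their medians (69 higher and 101 lower), but 345 with a pseudocount of 0.1 and 356 of 357 on the log2 CPM of recovered reads. The count thus fell as the pseudocount rose. With the replicate number as a block the count was also 228; without a fold threshold, 351 genes were past an adjusted p of 0.05 with the block and 354 without it, and the block moved no count by over 1.5 times. With each sample left out in turn the count ran from 215 to 230. At 3-fold or more, 54 of the 89 listed members of the fixed lists were left, with 2 of 4 Toll pathway genes, 1 of 5 melanization, 1 of 4 JNK, 5 of 10 JAK/STAT, 1 of 5 ribosome biogenesis, 1 of 7 cytochrome P450 and 3 of 6 cuticle genes, 1 of 2 heat shock genes, 1 of 2 glia markers and 0 of 1 digestive enzyme genes (also 0 at an adjusted p under 0.01). Of 69 genes with a neighbour changed the same way, the count rose to 104 when neighbours within 3 genes were taken. Of the 544 values of named genes recomputed with group medians or without a sample, none turned its direction and 6 moved by over 1.5 times (*CecB* to 54.6-fold and *upd2* to 48.7-fold without control replicate 2, *TotB* to 16.7-fold without control replicate 1, *fit* to 20.6-fold lower without PTBI replicate 3, and *mey* to 8.40-fold and *CG9377* to 5.76-fold lower without PTBI replicate 2). For *CG3108*, no ratio could be formed with group medians or without control replicate 3, the only control with reads, and these 2 values are missing from the 544. The lower bounds for *Sgs3* and *Sgs5*, not among these values, fell to 12.3-fold and 8.04-fold without control replicate 1, to 13.7-fold and 8.95-fold without PTBI replicate 3 and to 15-fold and 9.77-fold without PTBI replicate 1. Counts of single reads limit the genes near the floor: *upd3* rests on 9 control reads.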

Differences from the paper's values

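The paper's qRT-PCR and the RNA-Seq differ in assay and samples, which limits this comparison of folds at 4 hr. The SD of an RNA-Seq fold was propagated from the SDs of single samples in both groups. It is thus wider than the error of a ratio of group means, and a fold within it is weak evidence that the assays match. The SD from all samples was also used for the folds with a sample left out. For *DptA*, the paper's fold is 10 and the RNA-Seq fold was 20.8; of the alternatives set before the data were examined, leaving out control replicate 2 gave 17.8, which is within the SD of the RNA-Seq fold (8.18) of the paper's value, and group medians and leaving out each other sample did not. For *CecB*, the paper's fold is 10 and the RNA-Seq fold was 35.0, with an SD (26.9) larger than the gap; without PTBI replicate 1 (39.9) and without control replicate 2 (54.6) the gap was larger than this SD, and with the other alternatives it was not. For *Dro*, the paper's fold is about 5.2 in Fig. 3A, read by eye, and the RNA-Seq fold was 19.3. For *PGRP-SC2*, the paper's fold is about 6.1 in Fig. 1C, read by eye, and the RNA-Seq fold was 30.0. Neither group medians nor leaving out any sample brought *Dro* or *PGRP-SC2* within the SD of the RNA-Seq fold (5.35 and 13.0) of the paper's value. The paper's fold for *pirk* is about 3.3 in Fig. 1C, read by eye, and the RNA-Seq fold of 2.97 was within its SD (0.64) of this. The paper's fold for *spz* is about 2.0 in Fig. 1C, read by eye, and the RNA-Seq fold was 2.61. This gap was slightly larger than the SD of the *spz* RNA-Seq fold (0.531). Leaving out PTBI replicate 3 gave 2.35, which is within that SD of the paper's value. Group medians and leaving out each other sample did not bring *spz* within it. The RNA-Seq fold of 3.20 for *TotA* was within its SD (1.41) of the paper's RNA-Seq value of 3.

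The paper names 6 JAK/STAT pathway genes as upregulated in the RNA-Seq data. Of these, *upd2*, *upd3*, *Socs36E* and *Nop56* were listed as higher, while *regucalcin* (2.39-fold) and *nkt*, taken as noktochor (2.78-fold), were listed as lower and were below the controls in all 3 PTBI samples. The paper names 3 negative regulators as elevated after PTBI and cites its RNA-Seq data for this, besides qRT-PCR (Fig. 1C). In the RNA-Seq data, *PGRP-SC2* and *pirk* were listed as higher and *Spn88Ea* was not listed. A rise of under 2-fold would not be listed, and the paper gives no fold limit for this statement. Of the 26 genes drawn in Fig. 1B, 24 were listed as higher; *Rel* and *nec* were not listed, and the legend gives an adjusted p but no fold as its limit.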

Other observations

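The tests on PTBI replicate 1 were chosen only after the result was seen, and what the splits of the samples and the neighbour count without gene families should show was written down only after their counts were seen. A few further groups held listed genes. The small heat shock protein genes *Hsp26* and *Hsp23* rose 3.84-fold and 2.66-fold after PTBI, to 69.3 ± 26.2 and 71.4 ± 23.0 RPKM (SD, n = 3), and were the only 2 listed of 17 heat shock genes. Of 12 glia markers, 2 were listed, both lower: *wrapper*, a gene of midline and cortex glia, was at 8.36 ± 0.659 RPKM after PTBI and 25.3 ± 1.25 RPKM in controls (SD, n = 3 per group), 3.03-fold lower, and the blood-brain barrier transporter gene *Mdr65* was 2.64-fold lower. The amylase gene *Amy-p* rose 2.98-fold and was the only one listed of 46 digestive enzyme genes. The sugar-responsive gene *tobi* fell 7.25-fold, from 70.2 ± 18.6 to 9.69 ± 5.91 RPKM (SD, n = 3 per group), and was the only one listed of 14 starvation and FoxO target genes. None of the 23 cell cycle genes, 12 neuroblast, 12 haemocyte, 12 neuron, 16 photoreceptor or 12 muscle markers, 10 circadian genes or 70 male reproductive genes was listed by the authors' limma test; values of unlisted genes, and so a count at an unadjusted p, were not analysed here.

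Changed genes often lay side by side. Of 367 genes, 69 had an immediate neighbour that changed the same way, against a mean of 8.79 in 10000 random draws of annotated genes and at most 28; annotated genes are not the tested genes, so expression in heads alone can raise this number. The longest run was 5 *Bomanin* genes on chromosome 2R. Reads shared between overlapping exons do not account for the runs, since 0 of the 69 genes overlapped an exon of another gene of its run. Reads shared between copies within the AMP, Bomanin and Turandot families are not the whole cause: without those families 46 genes had such a neighbour, against at most 27 in the draws. Shared regulation of neighbours and copies of other families stay open and were not tested.

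The Fig. 1B genes were lowest in PTBI replicate 1 among the PTBI samples (18 of 24 genes), and so were 148 of all 259 genes listed as higher. RNA of uninjured heads mixed into this sample is a candidate explanation. The canonical AMPs would need a share of 36.7%, which would raise the 108 lower genes by a median of 0.57 (log2) over the other PTBI samples. They were instead at a median of -0.18 (quartiles -0.42 and 0.09), which argues against mixing. A first form of this test, a count of lower genes with replicate 1 the nearest to the controls of the PTBI samples, gave 25 of the 106 lower genes with reads in a PTBI sample and went the same way. The sample had 30.2 M reads and the smallest PTBI library 24.3 M reads, so a smaller library is not the cause either. A difference in the injury or its timing between pools stays open and was not tested.

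The 6 samples can be split into 3 and 3 in 10 ways. The real split gave 228 genes by limma on log2(RPKM + 1), at 2-fold or more and an adjusted p under 0.05, and the highest of the other splits gave 0, as did the others among the 4 splits that part all 3 same-numbered pairs; only 1 split gave a count as large as the real one, the real split itself. With 10 splits a share under 0.05 cannot be reached, and the genes were listed for their difference in the real split.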
